A study of Homo sapiens with 12 samples. Its data were reported in "Imperfect centered miRNA binding sites are common and can mediate repression of target mRNAs" (2014).

How the data were processed

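HEK293T cells were transfected with a synthetic biotinylated duplex of miR-199a-5p or miR-424-3p, at 200 pmol, and harvested 24 hours later. Streptavidin beads isolated the duplex with its bound RNA, and RNA of the pull-down and of the input was labelled and hybridised to Illumina Human HT-12 BeadChips. Each of the 4 groups (pull-down and input of each microRNA) had 3 arrays, assigned from the sample titles and characteristics. The labels name miR-199a-5p, whereas a legend among the supplements of the study names miR-199b-5p for a related plot, and the labels were followed. That legend describes 3 independent replicates. On arrays the study compared its pull-downs with mock-transfected cells, which are not analysed here, and the inputs took that place.

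The authors deposited normalized log2 values, made with the lumi package (version 2.2.1 in the submitters' processing notes), which per the study's methods applied a background adjustment, a variance-stabilizing transformation and a robust spline normalization between arrays. The transformation equals log2 at high signal and compresses differences at low signal, so folds of dim probes are understated. The values were not centred per probe, and how the 15329 listed probes were chosen from those of the array is not given in the sources used here. A second table held signals before normalization with detection p-values in columns whose names match no sample label, so its 24 columns of per-sample values were not used. The intended background correction from raw signals and the intended filter on detection p-values therefore gave way to the deposited values with every listed probe.

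Probes were named from the platform annotation: 12432 had 1 gene symbol, 2 had several and 2895 had none. Of the named probes, 12430 were found by gene identifier in a RefSeq table of assembly GRCh38.p14, which changed 0 symbols. No genome build was stated for the files, so coordinates were not given. The 9647 genes were each represented by the probe with the highest mean over the 12 arrays. Seed and centered sites of the microRNAs in transcripts were not examined, since transcript sequences were not used here.

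Tests used limma (version 3.58.1, R 4.3.3). A linear model with the 4 groups was fitted to all 12 arrays with lmFit and moderated with eBayes, with 8 residual degrees of freedom before moderation. Pull-down against input was tested in each tail for each microRNA, as was the difference between the 2 enrichments, and the inputs were compared in a two-sided test. The Benjamini-Hochberg adjustment ran over the 15329 probes of each test, with a threshold of 0.05. Values after a plus-minus sign are standard errors of the log2 fold change unless they are given as SD. On simulated data for the miR-199a-5p comparison over 15329 probes, 35 of 67 changes of 0.5 log2 units were recovered, 65 of 67 of 1 unit and 66 of 66 of 2 units, and 8 of 174 calls were false. The simulated errors were independent and normal, and no other probes were changed. Far more probes were called in the real data, where the adjustment is less strict, so these shares do not carry over to it.

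Gene lists were fixed before the data were examined: reported miR-199a-5p targets, miR-16 family targets, silencing machinery, biotin-dependent enzymes, ribosomal proteins, translation factors, respiratory chain, ZNF zinc fingers, replication-dependent histones, nuclear RNAs, snoRNA host genes, interferon response, unfolded protein response, hypoxia, mitosis, endocytosis, Wnt signalling, TGF-beta and BMP signalling, and markers of fibroblasts, blood cells and microRNA host genes. The respiratory chain list, taken by symbol pattern, also took in the pseudogenes ATP5F1EP2 and UQCRBP1. Of the 21 lists, 18 had at least 4 measured genes and were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists within each comparison. Camera asks whether the genes of a list stand apart from other genes.

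Genes to be named were also chosen by a rule fixed before the data were examined. For each pull-down it took the 15 largest enrichments and the 8 largest depletions among the called genes whose 3 pull-down arrays all lay beyond the 3 input arrays. For the difference it took the 8 largest each way among the calls, and for the inputs the 5 largest each way with the same separation of arrays. Each gene entered with its brightest probe. From each list up to 4 members with the largest changes could be named, and any reported miR-199a-5p target or biotin-dependent enzyme. Probes without a single symbol, and symbols of uncharacterised loci and open reading frames, were passed over.

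Alternatives were cyclic loess and median scaling on top of the deposited values, array weights, the replicate number as a block, a fit of only the groups compared, two-sided tests, a fold change of at least 1.5 and leaving out each array in turn. Quantile normalization on top of the deposited values, array weights and cyclic loess in the list tests, and a filter to the 8315 probes with a mean of at least 9 were added after the data had been examined. Matched random lists (10000 for each list) were drawn from genes of similar mean signal, in 10 equal bins. Such draws leave aside the correlation between genes, so their percentiles can overstate how far a list stands apart.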

Results

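The RNAs that associate with 2 human microRNAs, miR-199a-5p and miR-424-3p, were profiled in HEK293T cells, a line derived from human embryonic kidney that carries the SV40 large T antigen. A microRNA is a short RNA that guides the Argonaute proteins of the RNA-induced silencing complex (RISC) to mRNAs, usually lowering their stability or translation. Cells received 200 pmol of a synthetic microRNA duplex carrying biotin and were harvested 24 hours later. RNA bound to the duplex was captured on streptavidin beads, and the captured RNA was set against the input RNA of cells given the same duplex. There were 4 groups of 3 arrays, a pull-down and an input for each microRNA, and 12 arrays in all. The deposited values were normalized log2 signals for 15329 probes of an Illumina HT-12 BeadChip. The array medians lay between 9.149 and 9.208 on that scale. Arrays of one group correlated with one another at r = 0.983 or more across probes, whereas pull-downs correlated with the inputs of the same microRNA at 0.928 to 0.950 for miR-199a-5p and at 0.917 to 0.939 for miR-424-3p. The number of arrays, 3 in each group, limits the precision of each value.

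The comparison of the miR-199a-5p pull-down with its input asks which RNAs that duplex captured. The mRNA of ACACA, the cytosolic acetyl-CoA carboxylase that starts fatty acid synthesis, was higher by 3.18 ± 0.26 on the log2 scale (± SE, probe ILMN_2331636, 9.08-fold), from 10.63 ± 0.32 in the inputs to 13.82 ± 0.64 in the pull-downs (SD, n = 3 each). PRKDC, the catalytic subunit of the DNA-dependent protein kinase, rose from 9.72 ± 0.03 to 12.91 ± 0.34 (SD, n = 3 each), a log2 fold change of 3.18 ± 0.14. HERC2, a very large ubiquitin ligase, rose by 2.64 ± 0.18, and TRRAP, a scaffold of histone acetyltransferase complexes, by 2.19 ± 0.22. The tyrosine phosphatase PTPN12 rose by 2.36 ± 0.13 and BTBD7 by 2.32 ± 0.09. Adjusted p-values of these 6 genes in limma's moderated test lay between 3.92e-09 for BTBD7 and 5.07e-06 for TRRAP. Another probe, also called, rose by 3.42 for ACACA, by 1.64 for PTPN12 and by only 0.69 for BTBD7. Of the other PRKDC probes, 1 rose by 0.78 and 1 was not called at -0.30.

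The other 9 genes with the largest enrichment were GNL3L, a nucleolar GTPase, with a log2 fold change of 2.12 ± 0.15, OPA3, a mitochondrial protein (2.06 ± 0.16), CCDC59 (2.05 ± 0.15), MIX23 (1.98 ± 0.21), the heparan sulfate sulfotransferase HS3ST3A1 (1.95 ± 0.17), SCAP, the sterol sensor that escorts SREBP proteins (1.93 ± 0.14), KCTD12 (1.80 ± 0.13), the kinase TAOK1 (1.80 ± 0.14) and the phosphatase DUSP3 (1.79 ± 0.11). Further probes of GNL3L (0.07) and OPA3 (0.02) were not called. The largest depletions among the named genes belonged to the phosphatase ACP1 at -2.31 ± 0.18, the proteasome subunit PSMC4 at -2.29 ± 0.14, the G protein subunit GNG10 at -2.28 ± 0.15 and the transcription factor MAZ at -2.25 ± 0.11. Further MAZ probes stood at -0.22 and -1.32, each called lower. RPS7, a protein of the small ribosomal subunit, stood at -2.13 ± 0.12, SF3B6, a splicing factor subunit, at -2.04 ± 0.16, ENSA at -2.03 ± 0.15 and MORF4L2 at -1.99 ± 0.21. Across the array, 3920 of 15329 probes (25.6%) were higher and 3963 (25.9%) lower at an adjusted p under 0.05, each in a one-sided limma test. Of these, 383 were higher and 634 lower by at least 1 log2 unit. With a fold change of at least 1.5 also required, 1644 were higher and 1778 lower. Because the arrays had been normalized to each other, higher and lower are relative to the bulk of the probes on the same array and not to an amount of RNA.

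Gene lists drawn up beforehand differed in direction in this pull-down. For comparison, 29.95% of the 9647 represented genes were higher and 20.12% lower. Of 74 measured genes of the mitochondrial respiratory chain and ATP synthase, 47 were lower, 6 higher and 21 without a call, with a median log2 fold change of -0.43. Examples were ATP5F1E at -1.70 ± 0.15, COX6B1 at -1.67 ± 0.13 and COX7A2 at -1.38 ± 0.12. Adjusted over the list alone, 49 were lower and 5 higher. Of 70 ribosomal protein genes, 31 were lower and 17 higher (32 and 17 adjusted over the list alone), with RPL26 at -1.83 ± 0.18, RPL34 at -1.76 ± 0.15 and RPL29 at -1.72 ± 0.14. Of 17 genes of replication-dependent histones, 11 were lower and 2 higher (12 and 2 adjusted over the list alone), with H2AC18 at -1.04 ± 0.16 against H2BC12 at 0.94 ± 0.21. Among 263 zinc finger genes of the ZNF series, 106 were higher and 20 lower (117 and 17 adjusted over the list alone), led by ZNF652 (1.44 ± 0.16), ZNF148 (1.35 ± 0.14) and ZNF827 (1.22 ± 0.11). In limma's camera test with its preset correlation these were the 4 lists of 18 that stood apart from the other genes, with an adjusted p of 3.83e-10 for the respiratory chain and 0.00680 for each of the ribosomal proteins, histones and zinc fingers. With an estimated correlation no list was called in this pull-down: the adjusted p was 0.263 for the respiratory chain, 0.329 for the ribosomal proteins, 0.311 for the histones and 0.311 for the zinc fingers. Among the probes with a mean of at least 9 the histones were not called (adjusted p = 0.413).

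Genes of the silencing machinery and described targets of miR-199a-5p were examined in the same pull-down. AGO2, the Argonaute protein with slicing activity, had a log2 fold change of 1.73 ± 0.15 (adjusted p = 1.93e-06), CNOT1, the scaffold of the CCR4-NOT deadenylase, 0.97 ± 0.14, XPO5, the exporter of microRNA precursors, 0.95 ± 0.14 and TNRC6B, an Argonaute partner, 0.82 ± 0.11. Of 16 measured genes of this machinery 7 were higher and 2 lower (7 and 0 adjusted over the list alone), and the camera adjusted p was 0.274. Of 16 measured genes that general knowledge lists as reported miR-199a-5p targets, 9 were higher, 2 lower and 5 not called (9 higher and 1 lower adjusted over the list alone), with a median of 0.31 and a camera adjusted p of 0.106. PODXL, a sialomucin, rose by 1.04 ± 0.16, the kinase MAP3K11 by 1.01 ± 0.10, the kinase GSK3B by 0.93 ± 0.11, the chaperone HSPA5 by 0.62 ± 0.11 and the deacetylase SIRT1 by 0.61 ± 0.13. The brightest HIF1A probe rose by 0.98 ± 0.14 (adjusted p = 7.54e-05), but another fell by 0.71 and 1 more stood at -0.15 without a call. With miR-424-3p the same probes rose by 1.68, 0.51 and 0.32, each of them called. Their differences of -0.71, -1.22 and -0.47 were called in favour of miR-424-3p. ATF6 (-0.53 ± 0.11) and CAV1 (-0.28 ± 0.10) were lower. With miR-424-3p 7 of these 16 genes were higher and 2 lower (7 and 2 adjusted over the list alone), and in the test of the difference 3 were higher and 3 lower (camera adjusted p = 0.947).

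The miR-424-3p pull-down was compared with its own input in the same way. CTNS, the lysosomal cystine transporter, rose by 2.47 ± 0.10 (5.53-fold), from 10.26 ± 0.13 in the inputs to 12.73 ± 0.05 in the pull-downs (SD, n = 3 each). YWHAG, a 14-3-3 adaptor protein, rose by 2.39 ± 0.13, POLD2, a subunit of DNA polymerase delta, by 2.39 ± 0.16, MIDN by 2.32 ± 0.15 and TSC22D2 by 2.31 ± 0.10. Another probe, also called, rose by 1.10 for CTNS, 2.11 for YWHAG, 1.39 for POLD2 and 1.30 for TSC22D2. The transcription factor TFAP2A rose by 2.30 ± 0.18, although of its 3 other probes only 1 was called, at 1.37, and the others stood at -0.13 and -0.18. REEP6 (2.25 ± 0.11), the ribosomal protein gene RPL14 (2.24 ± 0.24), the WASH family pseudogene WASH3P (2.19 ± 0.13), the transcription factors ZFHX3 (2.17 ± 0.08) and HOXC8 (2.16 ± 0.11), PDLIM7 (2.12 ± 0.17), ATXN2 (2.09 ± 0.10), ABRAXAS2 (2.08 ± 0.10) and the MAX partner MXD4 (2.03 ± 0.15) completed the 15 genes with the largest enrichment. WASH3P belongs to a family of near-identical copies, so its signal cannot be assigned to that copy alone. Adjusted p-values of the 15 genes ran from 1.15e-09 for ZFHX3 to 2.91e-06 for RPL14.

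The depleted side of the miR-424-3p pull-down held SF3B6 at -2.81 ± 0.16, ATP5F1E, a small subunit of ATP synthase, at -2.61 ± 0.15, ARPC3, a subunit of the actin-nucleating ARP2/3 complex, at -2.40 ± 0.14 and RPL26 at -2.23 ± 0.18. The metallothionein MT1X fell by 2.22 ± 0.14, the mitochondrial ribosomal protein genes MRPL39 by 2.21 ± 0.10 and MRPS18C by 2.10 ± 0.13, and ATP5F1C by 2.13 ± 0.15. In total 4029 probes (26.3%) were higher and 4414 (28.8%) lower at an adjusted p under 0.05 in one-sided limma tests, of which 706 and 771 changed by at least 1 log2 unit. With a fold change of at least 1.5 also required, 1966 were higher and 2131 lower.

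With miR-424-3p, 30.33% of all represented genes were higher and 25.68% lower. Of 21 measured genes of Wnt signalling, 15 were higher and none lower with miR-424-3p, also when adjusted over the list alone, with a median of 0.49. The co-receptor LRP5 rose by 1.25 ± 0.12, AXIN2, part of the complex that degrades beta-catenin, by 0.99 ± 0.10, the transcription factor TCF7L2 by 0.97 ± 0.17 and DVL2 by 0.80 ± 0.09. The camera adjusted p of the list was 0.00228, and the adjusted p was 0.0702 with an estimated correlation. Of 11 nuclear RNAs, 9 were lower and 1 higher (10 and 1 adjusted over the list alone), among them the spliceosomal RNA RNU1-1 at -1.37 ± 0.14, RN7SK, which holds back the elongation factor P-TEFb, at -1.25 ± 0.27 and RNU6-1 at -1.01 ± 0.12. That list had a camera adjusted p of 0.00392, and an adjusted p of 0.259 with an estimated correlation. The respiratory chain list again lay low, with 40 of 74 genes lower and 12 higher (46 and 12 adjusted over the list alone), as did the ribosomal proteins, with 35 of 70 lower and 18 higher (37 and 18 adjusted over the list alone). Their camera adjusted p-values were 3.08e-05 and 0.00314, and with an estimated correlation the adjusted p was 0.259 for the first and 0.297 for the second. RPL14 went against its list. The zinc finger list was not called here, with 93 genes higher and 36 lower of 263 (95 and 32 adjusted over the list alone) and an adjusted p of 0.194, but it was called among the probes with a mean of at least 9 (adjusted p = 0.0240). With all probes its adjusted p was 0.509 with an estimated correlation. ZNF213, at 2.02 ± 0.15, had the largest change within it. AGO2 rose by 1.40 ± 0.15 and TNRC6A, another Argonaute partner, by 1.13 ± 0.14, while CNOT7 fell by 0.97 ± 0.11. The silencing machinery as a list had 8 genes higher and 3 lower of 16 (adjusted p = 0.473).

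**Figure D1:**
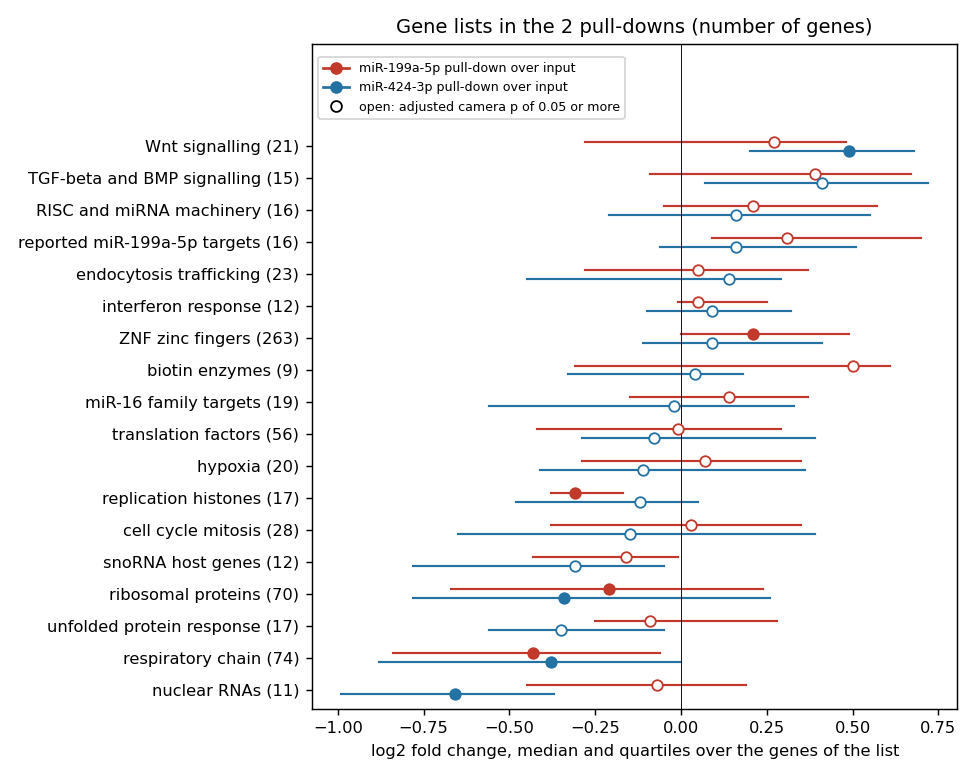
Median log2 fold change of pull-down over input (horizontal axis) for the 18 tested gene lists, with the number of measured genes after each name. Points are medians, lines run from the lower to the upper quartile over the genes of a list, red is miR-199a-5p and blue is miR-424-3p, and filled points have a camera adjusted p under 0.05 with the preset correlation. The respiratory chain lay at -0.43 and -0.38 in the 2 pull-downs, and the nuclear RNAs at -0.07 and -0.66.

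The 2 pull-downs were then set against each other to see how much of the enrichment they shared. Of the 15 genes with the largest enrichment by miR-199a-5p, 12 were also higher with miR-424-3p, among them ACACA (2.02 ± 0.26), PRKDC (2.02), TRRAP (1.81), TAOK1 (1.54) and HERC2 (1.42). BTBD7 (0.07) and HS3ST3A1 (0.12) were not called with miR-424-3p, and CCDC59 was lower (-0.79). Of the 15 genes led by CTNS, 9 were also higher with miR-199a-5p, and YWHAG, POLD2, REEP6, RPL14, PDLIM7 and ABRAXAS2 were not called there. All 8 of the named genes most depleted by miR-424-3p were lower with miR-199a-5p too. Across the 15329 probes the log2 fold changes of the 2 comparisons, which share no array, had a Pearson r of 0.5003 and a Spearman rho of 0.476. This is a correlation across probes, and probes are not independent replicates. There were 1789 probes higher in both, where independent lists of these sizes would share 1030 (odds ratio 3.44), and 2383 lower in both against 1141 (odds ratio 6.93). Probes that were higher with miR-199a-5p and lower with miR-424-3p numbered 435, and 423 went the opposite way.

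**Figure D2:**
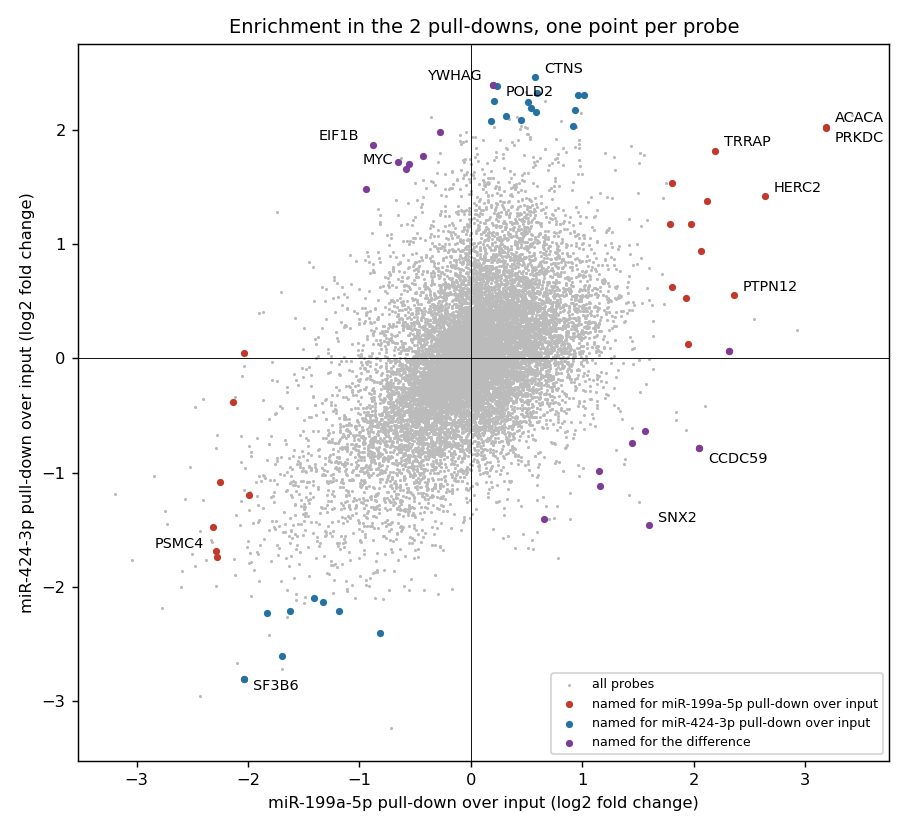
Log2 fold change of pull-down over input for every probe, with miR-199a-5p on the horizontal and miR-424-3p on the vertical axis. Grey points are all 15329 probes and coloured points are the genes named for each comparison. ACACA and PRKDC overlie each other at 3.18 and 2.02, and SNX2 lies at 1.60 and -1.46.

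The difference between the enrichments, tested in the same limma fit as an interaction, sets aside only what both pull-downs captured to an equal degree. A shared capture of unequal size can still be called. ACACA and HERC2, higher in both pull-downs, had called differences of 1.16 ± 0.37 and 1.22 ± 0.26, while TRRAP and TAOK1, also higher in both, had none. Of the 8 named genes most depleted by miR-424-3p, all lower in both pull-downs, 7 had a called difference. SNX2, a sorting nexin of the retromer, was captured with miR-199a-5p (1.60) and depleted with miR-424-3p (-1.46), so that its enrichments differed by 3.06 ± 0.18 (adjusted p = 2.29e-07). CCDC59 differed by 2.84 ± 0.21, the kinetochore protein NSL1 by 2.28 ± 0.21, BTBD7 by 2.25 ± 0.13, the mitochondrial aspartate-glutamate carrier SLC25A13 by 2.2 ± 0.19, PAXBP1 by 2.18 ± 0.18, the co-chaperone DNAJC12 by 2.13 ± 0.19 and the myosin light chain MYL6 by 2.07 ± 0.19. All but BTBD7 of these 8 were higher with miR-199a-5p and lower with miR-424-3p. Other probes of NSL1 (0.04) and PAXBP1 (0.13 and 0.14) showed no called difference, and another BTBD7 probe had a smaller called difference (0.45). In the opposite direction stood EIF1B, a relative of the start codon factor eIF1, at -2.74 ± 0.15, AKIRIN2 at -2.43 ± 0.12, the translation initiation factor subunit EIF3H at -2.38 ± 0.14, the ubiquitin-conjugating enzyme UBE2D4 at -2.26 ± 0.27, FKBP3 at -2.25 ± 0.16, the transcription factor MYC at -2.24 ± 0.19, the autophagy protein MAP1LC3B at -2.20 ± 0.12 and YWHAG at -2.19 ± 0.18. Of these 8, 6 were lower with miR-199a-5p and higher with miR-424-3p, while UBE2D4 and YWHAG were not called with miR-199a-5p. MYC stood at 9.87 ± 0.14 in the miR-199a-5p pull-downs and at 11.97 ± 0.33 in the miR-424-3p pull-downs (SD, n = 3 each).

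In all, 2877 probes (18.8%) had a higher enrichment with miR-199a-5p and 2757 (18.0%) with miR-424-3p. The balance turned with the scaling, to 2496 against 3038 with median scaling and 2572 against 2977 with cyclic loess. Of the probes higher with miR-199a-5p over input, 1597 were also more enriched than with miR-424-3p. Of those higher with miR-424-3p, 1948 were also more enriched than with miR-199a-5p. Of the 1789 probes higher in both pull-downs, 1254 had no called difference. None of the 18 lists was called in the difference by camera. The lowest adjusted p, 0.143, was shared by the Wnt list and the nuclear RNAs. For the Wnt list 7 genes had a higher enrichment with miR-424-3p and 2 with miR-199a-5p (12 and 1 adjusted over the list alone), with DVL3 at -1.61 ± 0.17, TCF7L2 at -1.25 ± 0.24 and CTNNB1, beta-catenin, at -0.89 ± 0.20. For the nuclear RNAs 5 of 11 genes were higher for miR-199a-5p and none lower, with RNU1-3 at 1.09 ± 0.25, but this list was also lower in the miR-199a-5p input, at a median of -0.22, which enters the difference.

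**Figure D3:**
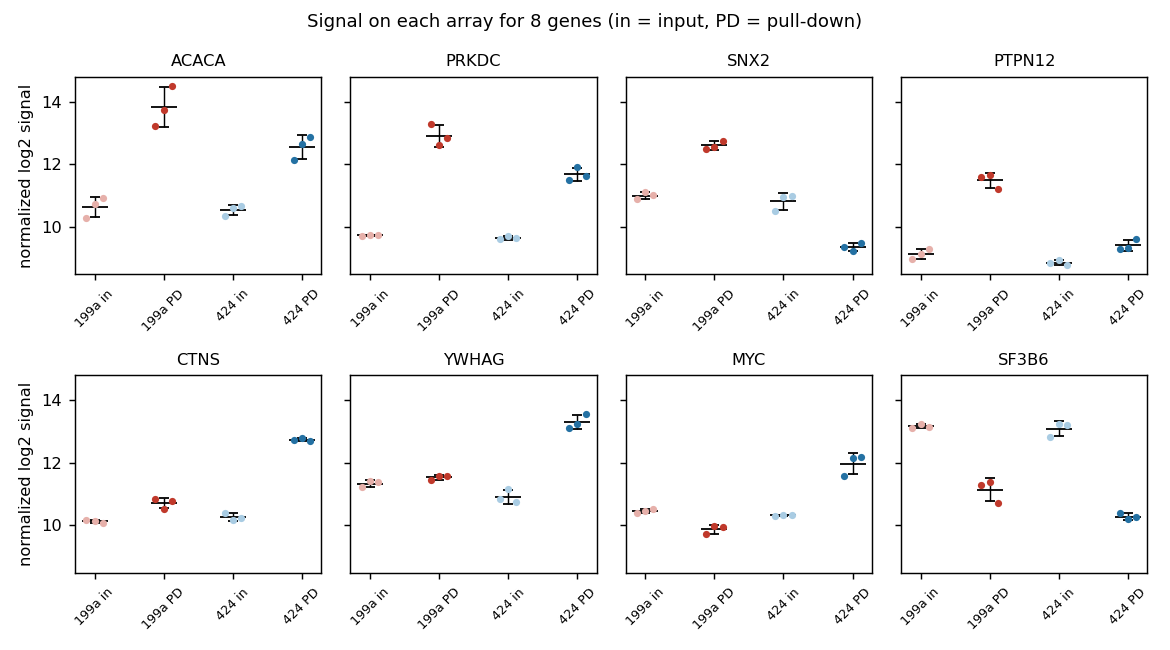
Normalized log2 signal (vertical axis) of 8 genes on each of the 12 arrays, by group. Each point is an array, the horizontal bar is the mean of 3 arrays and the whiskers are 1 SD. ACACA rose from 10.63 to 13.82 with miR-199a-5p, CTNS from 10.26 to 12.73 with miR-424-3p, and MYC reached 11.97 in the miR-424-3p pull-downs against 9.87 in those of miR-199a-5p.

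The inputs of the 2 microRNAs were compared to see whether the transcriptome differed between cells given the 2 duplexes. Both inputs came from transfected cells, so a change common to both duplexes or due to transfection itself would not appear. SCAMP1, a membrane protein of recycling vesicles, was higher in the miR-199a-5p input by 0.92 ± 0.12 (adjusted p = 0.0107) and RTN4, the reticulon also known as Nogo, was lower by 0.88 ± 0.09 (adjusted p = 4.96e-04), and these 2 genes with 1 unnamed probe made up the 3 calls. Other probes of SCAMP1 (0.05 and 0.16) and of RTN4 (-0.70) were not called. The SCAMP1 call was lost when only the 6 input arrays entered the fit (adjusted p = 0.0867). Without adjustment, limma gave p under 0.05 for 1282 probes, where chance would give 766. Against the 3 adjusted calls, there were 299 with array weights, 8 with the replicate number as a block and 13 without the miR-199a-5p pull-down replicate 3. Among uncalled genes, the cyclins CCND2 and CCND1 had differences of 0.65 ± 0.17 (adjusted p = 0.327) and 0.46 ± 0.16 (adjusted p = 0.475).

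Gene lists shifted by small amounts between the inputs. No single member of the 3 lists called by camera passed the test over all probes. The nuclear RNAs had a median of -0.22 in the miR-199a-5p input relative to the miR-424-3p input, with TERC, the telomerase RNA, at -0.50 ± 0.10 and RPPH1 at -0.35 ± 0.13 (camera adjusted p = 0.00593, and 1 member lower adjusted over the list alone). Mitotic genes had a median of 0.09 over 28 genes, with CDK1 at 0.28 ± 0.16 and NDC80 at 0.26 ± 0.09, and none passed when adjusted over the list alone. Genes described as targets of the miR-16 seed family, which includes the arm opposite to miR-424-3p in its precursor, had a median of 0.07 over 19 genes, with 1 member higher adjusted over the list alone. These 2 lists had a camera adjusted p of 0.0402 each. With an estimated correlation the adjusted p was 0.600 for the nuclear RNAs, 0.633 for the mitotic genes and 0.632 for the miR-16 family. With the preset correlation but without replicate 3 of the miR-199a-5p input, the adjusted p rose to 0.0959 for the nuclear RNAs, 0.584 for the mitotic genes and 0.189 for the miR-16 family, and none of the 3 was called.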

Values the study reported

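For other microRNAs, compared with mock-transfected control cells, the study's text reported between 963 and 2,261 probes with a significantly higher signal in the pull-down at a false discovery rate of 5%, while its table lists 2,334 for miR-27a. It retained 12,008 probes that were detected in all of its control samples. The transfections used 200 pmols of duplex.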

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

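The tests on the very large and very small proteins, on the carboxylases and on the nuclear RNAs in the paragraphs below, and the counts over other splits of the arrays, were chosen only after the results were seen.

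Enrichment differed between the 2 microRNAs for 2877 probes in favour of miR-199a-5p and 2757 in favour of miR-424-3p in the interaction test. The largest differences among the named genes were SNX2 (3.06), CCDC59 (2.84), NSL1 (2.28), BTBD7 (2.25), SLC25A13 (2.2), PAXBP1 (2.18), DNAJC12 (2.13) and MYL6 (2.07) on one side, and EIF1B (-2.74), AKIRIN2 (-2.43), EIF3H (-2.38), UBE2D4 (-2.26), FKBP3 (-2.25), MYC (-2.24), MAP1LC3B (-2.20) and YWHAG (-2.19) on the other. The 20 splits that exchange the 2 microRNAs among the 6 pull-downs are too few for a share under 0.05. The real split gave 5634 calls, 2 splits reached that count, and the highest of the others, the complete exchange, gave 6106. Counts over 2 other sets of 100 splits were made earlier and decide nothing. In one (7 splits, highest other 6437) the microRNAs were exchanged among the pull-downs and among the inputs. Of its splits, 12, the real one included, kept the pull-downs of each microRNA together and so kept their difference, and 7 of these reached the real count. The splits that mixed the pull-downs gave at most 0 calls. In the other (2 splits, highest other 9587) pull-down and input were exchanged, so that the pull-down effects set the counts.

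For the pull-downs and the inputs the 10 possible splits of 6 arrays are too few for a share under 0.05. The real split gave 7883 calls for miR-199a-5p and 8443 for miR-424-3p, and in each case 1 split reached that count and the highest of the others was 0. For the inputs the real split gave 3 calls, 1 split reached it and the highest of the others was 0.

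Of the 6 genes with the largest enrichment by miR-199a-5p, 4 encode very large proteins, ACACA, PRKDC, HERC2 and TRRAP, and all 4 were also higher with miR-424-3p. This grouping was made after the values were seen and passes over PTPN12 (2.36) and BTBD7 (2.32), which lie above TRRAP (2.19). Over 46 other genes of very large proteins the median log2 fold change was 0.45 and 0.31 in the 2 pull-downs. The lower of its percentiles among matched random lists was 99.80, so both pull-downs may favour mRNAs of very large proteins. In the difference of the enrichments these 46 genes lay at percentile 88.99. ACACA, PRKDC and HERC2 had called differences of 1.16, 1.16 and 1.22 in favour of miR-199a-5p, so their capture was not of equal size. TRRAP had no called difference (0.38). Of the 46, 0 genes reached the 2.19 of TRRAP and the highest was UBR4 at 1.42, but that cut comes from genes picked for being at the top, so the count decides nothing about the size of the change. ACACA also carries biotin, and beads might hold its mRNA through nascent enzyme. With miR-199a-5p the 9 biotin-dependent enzymes and their partners, ACACA among them, lay at percentile 99.29 of matched random lists, and the other carboxylases ACACB (1.04), PC (0.61), PCCA (0.30) and MCCC1 (-0.41) went both ways. With miR-424-3p, where ACACA stood at 2.02, the list lay at percentile 47.86, and PCCA and MCCC1, the 2 with enough signal, had a median of -0.47. These are too few genes to decide. Sites for both microRNAs in these mRNAs remain an untested biological explanation.

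The enrichment common to both pull-downs (r = 0.5003) did not follow the signal level: after a smooth trend on the mean signal was removed, r was 0.497, and within 5 equal bins of the signal it lay between 0.472 and 0.524. A loss of mRNAs of very small proteins may go with it, since the higher of the 2 percentiles of that list among matched random lists was 0.05 (medians -0.35 and -0.32 over 49 genes). This may reflect a dependence on transcript length in the capture, but the random lists leave aside the correlation between genes. A lysate poor in nuclear RNA would lower nuclear RNAs in both pull-downs: their percentile was 0 with miR-424-3p, as that explanation needs, and 19.4 with miR-199a-5p. In the difference of the enrichments they lay at percentile 99.98 (median 0.59), which a loss of equal size in both pull-downs would not give. Their lower level in the miR-199a-5p input (median -0.22) enters that difference, so these 11 genes cannot settle it. RNA that sticks to beads or to any duplex, and sites for both microRNAs, stay open, since no pull-down with an unrelated duplex was analysed here.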

How the results depend on the processing

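The filter on the mean signal, the added quantile normalization, and array weights and cyclic loess for the lists were chosen after the data had been examined. Of 1407 values of named genes over the alternatives, 1403 kept their direction and their side of the threshold, 4 (all SCAMP1 in the inputs) did so in direction only and 0 reversed. These genes were named for the largest called changes, which makes such stability likely, so it says little about the other calls. With a fold change of at least 1.5 the higher and lower probes numbered 1644 and 1778 for miR-199a-5p and 1966 and 2131 for miR-424-3p, and 445 were higher in both. Among the probes with a mean of at least 9 these counts were 2580, 2307, 2618 and 2778, with 2102 more enriched with miR-199a-5p and 1831 with miR-424-3p. The inputs differed at 7 probes with that filter, 8 with the replicate block, 6 in one-sided tests and 299 with array weights, where the miR-199a-5p input replicate 2 had a weight of 5.26. The cause was not tested. One-sided calls of the inputs were higher in 16.7%, and in 40.0% after quantile normalization.

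Leaving out single arrays gave 3400 to 3981 higher and 3439 to 4034 lower probes for miR-199a-5p, 3518 to 4195 and 3880 to 4574 for miR-424-3p, 2367 to 2929 and 2409 to 2785 for the difference, and 2 to 13 for the inputs, 13 without the miR-199a-5p pull-down replicate 3. r of the enrichments ranged from 0.4725 to 0.5136, and probes higher in both from 1527 to 1795. Of the 11 list calls, 0 were left with an estimated correlation, and 8 to 13 were made without single arrays. Same-numbered pull-down and input arrays had residual correlations from -0.10 to 0.258, and 3 of 6 fitted their own number best. With 3 arrays in each group this cannot settle whether the numbers pair them. Across the microRNAs, same-numbered inputs had 0.514, 0.0382 and 0.105 for replicates 1 to 3, and pull-downs 0.0762, 0.221 and 0.00245. The replicate 1 inputs, and the pull-downs 1 and 2, fitted their own number best. The replicate block changed no call of a named gene.

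No background correction, detection filter or BeadChip block was run, for want of raw columns or chip names tied to samples, and no site test, for want of transcript sequences. The setting reported, without a filter, is thus a departure from the plan. Compression at low signal limits the folds of dim probes.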

Other observations

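The tests on the level of captured RNAs in the inputs and on very large proteins, and for the lists the array weights, quantile normalization and filter on the mean signal, were chosen only after the results were seen, whereas the predictions for the second miR-16 family list and for its members outside the cell cycle were written before their values.

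Several lists of signalling and stress genes were not called in either pull-down in the fit reported here. Called genes within them are no finding by themselves, since many genes were called. The shares of all represented genes were 29.95% higher and 20.12% lower with miR-199a-5p, and 30.33% and 25.68% with miR-424-3p. With the replicate block, the unfolded protein response (adjusted p = 0.0318) and the snoRNA host genes (adjusted p = 0.0497) were called lower with miR-424-3p. The unfolded protein response was also called there with median scaling (0.0497), array weights (0.0463) and quantile normalization (0.0341), and without some single arrays, and the snoRNA host genes with quantile normalization (0.0474), the filter on the mean signal (0.0461) and without 1 input array. That filter also called the snoRNA host genes lower with miR-199a-5p (0.0494). In the fit reported here, the adjusted p with miR-424-3p was 0.433 for the unfolded protein response and 0.259 for the snoRNA host genes with an estimated correlation, and 0.311 for the latter with miR-199a-5p. Of 15 genes of TGF-beta and BMP signalling, 8 were higher and 1 lower with miR-199a-5p (8 and 0 adjusted over the list alone) and 9 higher and 2 lower with miR-424-3p (10 and 1), with camera adjusted p-values of 0.142 and 0.106. The activin receptor ACVR2B rose by 1.19 ± 0.11 and SMAD5 by 0.83 ± 0.13 with miR-199a-5p, and SMAD4, the common mediator of both pathways, by 1.03 ± 0.12 with miR-424-3p, where the inhibitor ID2 fell by 1.07 ± 0.20. Of 17 genes of the unfolded protein response, 9 were lower and 2 higher with miR-424-3p (11 and 2 adjusted over the list alone, adjusted p = 0.053), with MANF at -1.34 ± 0.21, PDIA6 at -1.30 ± 0.12 and ASNS at -1.11 ± 0.14, against 4 and 4 with miR-199a-5p (adjusted p = 0.728). The snoRNA host genes SNHG5 and ZFAS1 were lower in both pull-downs, by 1.19 ± 0.14 and 1.53 ± 0.12 with miR-199a-5p and by 1.42 ± 0.14 and 0.67 ± 0.12 with miR-424-3p, and of the 12 host genes 4 and 7 were lower (4 and 8 adjusted over the list alone, adjusted p = 0.139 and 0.0596). For the Wnt genes with miR-199a-5p, 10 were higher and 5 lower of 21 (11 and 5 adjusted over the list alone, adjusted p = 0.339), GSK3B among them at 0.93 ± 0.11.

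Further lists went both ways, as the represented genes did as a whole. Of 56 translation factors 17 were higher and 18 lower with miR-199a-5p and 18 and 15 with miR-424-3p (adjusted p = 0.328 and 0.840), EIF3M being lower in both (-1.81 ± 0.13 and -1.50 ± 0.13) and EIF5A higher in both (1.15 ± 0.15 and 1.45 ± 0.15). Of 20 hypoxia genes 7 were higher and 5 lower, then 6 and 8 (adjusted p = 0.865 and 0.473), with the glycolytic enzyme PGK1 at -1.06 ± 0.12 and -1.52 ± 0.12. Of 28 mitotic genes 9 were higher and 8 lower, then 8 and 10 (adjusted p = 0.728 and 0.473). The kinase AURKB rose by 1.38 ± 0.14 with miR-424-3p, and CDK1 fell by 1.35 ± 0.16. Of 23 endocytosis genes 9 were higher and 6 lower, then 7 and 7 (adjusted p = 0.867 and 0.936), with EPN1 at 1.27 ± 0.15 with miR-424-3p. Of 12 interferon genes 3 were higher and 2 lower, then 4 and 0 (adjusted p = 0.728 and 0.496), with IFI6 at 0.47 ± 0.10 and 1.62 ± 0.10. Of 19 miR-16 family targets 6 were higher and 4 lower, then 5 and 6 (adjusted p = 0.865 and 0.599). The 17 histone genes had 3 higher and 6 lower with miR-424-3p (adjusted p = 0.237). The biotin-dependent enzymes and their partners had 5 higher and 3 lower of 9 with miR-199a-5p, then 1 and 3 (adjusted p = 0.274 and 0.817), and ACACB, the mitochondrial relative of ACACA, rose by 1.04 ± 0.13 with miR-199a-5p and stood at 0.13 ± 0.13 with miR-424-3p. Median, mean and test direction of a list differed in sign only for lists that were not called, such as hypoxia and mitosis with miR-199a-5p, endocytosis in both pull-downs, and translation factors and biotin enzymes with miR-424-3p.

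Lists too small to test were read gene by gene. The fibroblast markers ACTA2, COL1A1 and COL5A1 had mean signals of 7.96, 7.89 and 7.96, near the floor of the arrays, as had the globin HBA2 at 8.11. CD68, a lysosomal protein counted among blood cell markers that is also made outside blood cells, stood at 9.55 and was higher in both pull-downs, by 0.99 ± 0.16 and 0.85 ± 0.16, although its other probe was not called. DNM2, which hosts a miR-199a family gene on its opposite strand, was higher by 0.38 ± 0.14 with miR-199a-5p and 0.73 ± 0.14 with miR-424-3p.

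A list fixed beforehand, the targets of the miR-16 seed family, lay higher in the miR-199a-5p input than in the miR-424-3p input, at the 97.7th percentile of matched random lists, which leave aside the correlation between genes. None of its 19 members was called by limma, its adjusted p was 0.632 with an estimated correlation, and the call by the preset was lost without replicate 1 of the miR-424-3p input (0.199) or replicates 2 (0.0913) or 3 (0.189) of the miR-199a-5p input. One hypothesis is that the strand opposite to miR-424-3p entered RISC, as a member of that family, and lowered its targets in the cells given the miR-424-3p duplex. The design of the study's other duplexes makes this less likely without excluding it. Their reverse strands were synthetic complements with a mismatch meant to favour the forward strand for entry into RISC. The strands of these 2 duplexes are not given in the sources used here, so whether the reverse strand carried the seed of that family is open. A second list of 34 such targets, drawn up before its values were seen, had a median of 0.09 at the 99.95th percentile, as this hypothesis predicts. A difference in cell cycle between the cultures may also take part, since the mitotic genes lay at percentile 99.71 of their random lists. The 7 measured members of the first list that are not cell cycle genes lay at the 42.46th percentile, as that account predicts. The medians of their random lists ran from -0.13 to 0.10 (5th to 95th percentile). That range also holds the 0.07 of the whole list, so these few genes cannot decide. A shift shared with mRNAs not chosen as targets is open as well, because the genes of very large proteins lay at percentile 100 of their random lists with the same median of 0.09, and no test here separates these 3 explanations.

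Repression of captured RNAs would make the RNAs that a duplex captures lower in the cells that received it. The 200 probes with the largest excess in the miR-199a-5p pull-down over the miR-424-3p pull-down had a mean difference of inputs of 0.0838, and the 200 at the opposite end -0.0341, so that captured RNAs were slightly more abundant in the matching input. An RNA that is more abundant may also be captured more, so repression cannot be told apart from abundance here.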
